# Protein-restricted diet during pregnancy after insemination alters behavioral phenotypes of the progeny

**DOI:** 10.1186/s12263-016-0550-2

**Published:** 2017-01-19

**Authors:** Tamio Furuse, Kunio Miyake, Takashi Kohda, Hideki Kaneda, Takae Hirasawa, Ikuko Yamada, Tomoko Kushida, Misho Kashimura, Kimio Kobayashi, Fumitoshi Ishino, Takeo Kubota, Shigeharu Wakana

**Keywords:** Maternal nutrition, In vitro fertilization, Behavioral phenotypes, Gene expression and DNA methylation

## Abstract

**Background:**

Epidemiological studies suggest that hyponutrition during the fetal period increases the risk of mental disorders such as attention deficit hyperactivity disorder and autism-spectrum disorder, which has been experimentally supported using animal models. However, previous experimental hyponutrition or protein-restricted (PR) diets affected stages other than the fetal stage, such as formation of the egg before insemination, milk composition during lactation, and maternal nursing behavior.

**Results:**

We conducted in vitro fertilization and embryo transfer in mice and allowed PR diet and folic acid-supplemented PR diet to affect only fetal environments. Comprehensive phenotyping of PR and control-diet progenies showed moderate differences in fear/anxiety-like, novelty-seeking, and prosocial behaviors, irrespective of folic-acid supplementation. Changes were also detected in gene expression and genomic methylation in the brain.

**Conclusions:**

These results suggest that epigenetic factors in the embryo/fetus influence behavioral and epigenetic phenotypes of progenies. Significant epigenetic alterations in the brains of the progenies induced by the maternal-protein restriction were observed in the present study. To our knowledge, this is first study to evaluate the effect of maternal hyponutrition on behavioral phenotypes using reproductive technology.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12263-016-0550-2) contains supplementary material, which is available to authorized users.

## Background

Genetic factors are known to influence susceptibility to psychiatric disorders, including schizophrenia, bipolar disorder, major depressive disorder, autism-spectrum disorder (ASD), and attention deficit hyperactivity disorder (AD/HD) [1]. However, recent studies have revealed that environmental and nutritional factors also affect neuronal functions, probably via epigenetic mechanisms [2–5]. In the field of metabolic diseases, “Developmental Origins of Health and Disease” (DOHaD) is the concept that in utero experiences reprogram susceptibility to adult metabolic diseases [6]. It is of interest to test if this concept is applicable to behavioral symptoms in developmental disorders such as AD/HD and ASD. Several studies using rodent models have been conducted to evaluate the effects of maternal hyponutrition on phenotypes of progenies. Restricted feeding in mothers of mice or rats caused body weight restriction, developmental anomalies, changes in metabolic phenotypes, patterns of gene expression, and DNA methylation in progenies [7]. Isocaloric diets, such as the protein restriction (PR) model, are fed in an alternative restriction of the diet [8, 9] by compensating shortage of energy source with carbohydrates [8]. Hence, protein-carbohydrate balance is altered in the PR, making it suitable for evaluating the effects of maternal nutritional imbalance, and not that of calorie shortage [10]. Several reports have examined the interactions between maternal-protein restriction and adult phenotypic/epigenetic alterations [8, 11–13].

Maternal PR diet, however, affects not only fetal environments but also formation of the egg before insemination, nutritional condition of maternal milk, and maternal nursing behavior, and therefore, it has potential confounding variables at different stages. In the present study, we performed in vitro fertilization (IVF) to produce neonates and then obtained progenies that were adopted by foster mothers before weaning. This allowed the PR diet to affect only the fetal stage of development.

## Methods

### Ethics statement of animal experiments

All procedures described here were reviewed and approved by the Institutional Animal Care and Use Committee of RIKEN Tsukuba Branch and were performed in accordance with the RIKEN Guiding Principles for the Care and Use of Laboratory Animals (No. 10-013).

### Experimental design

The experimental design is described briefly in Fig. 1. IVF and embryo transfer (ET) techniques were used for mouse production. Female ICR mice, an outbred stock from the Swiss mouse developed in the Institute of Cancer Research [14], were used as recipient and foster mothers. Embryos were generated by fertilizing the eggs and sperm of C57BL/6J (B6) mice that had consumed a normal diet (CE-2, CLEA Japan, Inc., Tokyo, Japan). CE-2 is a rodent diet used for rearing and breeding. The diet consists of crude sources of protein (soybean waste, whitefish meal, and yeast), fat (cereal germ and soybean oil), and carbohydrate (wheat flour and corn). Detailed ingredients of the CE-2 diet are described on the webpage of the supplier (http://www.clea-japan.com/en/diets/diet_a/a_03.html). AIN93G control diet (CD), protein-restricted diet (PR), and protein-restricted diet supplemented with folic acid (FA) were used as experimental diets in recipient mothers beginning 1 month before ET until delivery. The nutrient sources of these experimental diets are described in Table 1. Neonates were adopted by ICR foster mothers immediately after cesarean section. After weaning, we provided the CD to the progenies. The body weight of the mothers and progenies, clinical biochemistry of the recipient mothers, gene expression in the brain of the progenies, and behavioral phenotypes of the progenies were examined.

**Fig. 1:**
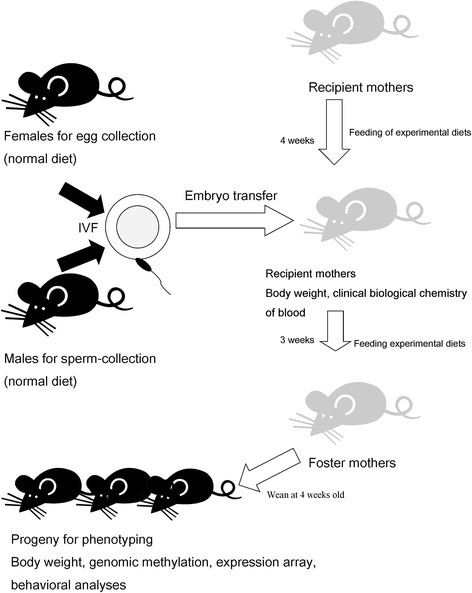
Experimental strategy. The experimental design of this study is briefly described. Normal diet (CE-2) was fed to females used for oocyte collection and males used for sperm collection. Recipient mothers consumed the control diet (CD) or experimental diet (PR and FA) for 1 month before embryo transfer. Embryos were generated by fertilizing the eggs with sperm of C57BL/6J (B6) mice. After cesarean-section delivery, neonates were fostered by ICR females that had consumed CD, PR, or FA diets. After weaning, offspring consumed the control diet (CD). Serum was separated from blood taken from the ICR females. Brain tissue was collected from offspring after behavioral tests

**Table 1:** Components of experimental diets

	Composition (% weight)		
Component	CD	PR	FA
Vitamin-free casein	20	5.0	5.0
L-cystine	0.3	0.077	0.077
Corn starch	39.7486	51.1716	51.1716
Alpha-corn starch	13.2	17.0	17.0
Sucrose	10.0	10.0	10.0
Soy bean oil	7.0	7.0	7.0
Cellulose powder	5.0	5.0	5.0
AIN-93G mineral mixture	3.5	3.5	3.5
AIN-93 vitamin mixture	1.0	1.0	1.0
Folic acid	0.02	0.02	0.1
Choline bitartrate	0.25	0.25	0.25
Tertiary butylhydroquinone	0.0014	0.0014	0.0014
Total	100.0	100.0	100.0

*CD* control diet, *PR* protein-restricted diet, *FA* PR diet with supplemental-folic acid

### Experimental diets

The CD was very similar to the standard formation of AIN93G [15]. Test diets were modified from AIN93G formulation as follows: PR, ratio of vitamin-free casein was decreased from 20 to 5%; FA, 0.8 g/kg of folic acid was added to the PR (Table 1). The CD and PR contained 0.02% folic acid (weight composition) and the FA contained 0.1% folic acid (weight composition). Experimental diets were purchased from a commercial supplier (Oriental yeast Co. Ltd, Tokyo, Japan). These diets were isocaloric (4 kcal/g in each feed) and fed to the recipient mothers ad libitum. In addition, only the CD diet was fed to the foster mothers ad libitum.

### Mice

All mice used as recipient and foster mothers, as well as for egg and sperm collection, were purchased from a commercial supplier (CLEA Japan, Inc.).

### In vitro fertilization and embryo transfer

We conducted IVF and ET as previously described [16] to produce mice for behavioral tests, expression array, and DNA-methylation analysis of brains. In brief, sperm was collected from the caudae epididymides of 25-week-old B6 males and allowed to diffuse in fertilization medium. After preincubation for approximately 1 h to allow for capacitation, the sperm was used for insemination. Meanwhile, 3-week-old female mice (*N* = 7) were superovulated using intraperitoneal injections of PMSG and HCG (serotropin and gonatropin; ASKA Pharmaceutical Co., Tokyo, Japan) with an interval of 48 h between injections. Approximately 15–17 h after the HCG injection, the oocytes-cumulus complexes were collected from the oviducts of superovulated female B6 mice. Then, the complexes from several female mice were placed in fertilization medium. Insemination was performed by adding the preincubated sperm suspension to the fertilization medium containing complexes and cultured at 37 °C with 5% CO_2_. 24 h after insemination, 24 2-cell embryos were transferred into the oviducts of pseudopregnant ICR females (CLEA Japan, Inc.) mated to vasectomized ICR males. ICR females that consumed experimental diets were used as pseudopregnant recipients for the ET. Female ICR mice were purchased at 4 to 5 weeks of age, and introduced to the facility for experiments. These mice were split randomly into three groups; CD, PR, and FA. The foster mothers consumed the experimental diets beginning 4 weeks before ET and continuing until delivery. Body weight of recipient mice was measured once per week until delivery via cesarean section [17]. We used only male progeny for behavioral, genomic methylation, and gene expression analyses. Maternal separation in early life alters behavioral phenotypes, gene expression, and brain functions of mice [18, 19]. Hence, newborn male mice had to be adopted by foster mothers immediately after cesarean section (6–7 neonates/foster mother), and body weights were not measured. However, we measured body weights of female neonates to determine the effects of maternal hyponutrition on birth weight of offspring immediately after cesarean section. In order to reduce the number of foster mothers, only males were adopted by foster mothers.

### Clinical-biochemical test

We carried out a clinical-biochemical test using serum collected from ICR females at 13 weeks of age. The mice consumed experimental diets for 7 weeks. Blood collection, separation of serum, and analysis was performed as previously described [20]. In brief, we collected 200 μl of blood from the retro-orbital sinus using a Pasteur pipette (Thermo Fisher Scientific Inc., Waltham, MA). The collected blood was transferred to a microtube containing Coagulant Wako solution (Wako Pure Chemical Industries Co, Osaka, Japan) and serum was separated by centrifuging twice (600–2500×*g* for 5–15 min). We measured total protein (TP), urea nitrogen (UN), albumin (ALB), total cholesterol (T-CHO), HDL-cholesterol (HDL-C), triglyceride (TG), and LDL-cholesterol (LD-C) in the serum with an automatic clinical-biochemistry analyzer (JCA-BM2250, JEOL, Ltd., Tokyo, Japan). Number of subjects: CD, 7; PR, 7; FA, 6.

### DNA/RNA extraction

We harvested whole brains from adult male progenies (19 weeks of age) that were used in behavioral analyses, methylation analyses, and expression arrays. Adult males were euthanized via cervical dislocation. Brain samples were rinsed with PBS and frozen immediately using liquid nitrogen. The frozen tissues were stored at −80 °C. RNA and DNA were extracted simultaneously using an AllPrep DNA/RNA Mini Kit (Qiagen, Valencia, CA, USA) from the whole brains, including cerebrum and cerebellum. We then performed gene methylation and expression arrays as described below.

### Genomic methylation

Genome-wide DNA methylation analysis was performed as previously reported with slight modification [21]. Genomic DNA was fragmented with methylation-insensitive restriction enzymes (*Mse*I, *Bfa*I, and *CSP*6I) to yield fragments ranging in size from 200 to 1000 base pairs. The enrichment of methylated DNA was performed using the MethylMiner Methylated DNA Enrichment kit (Thermo Fisher Scientific Inc.). Briefly, CpG-dense methylated DNA was isolated from fragmented genomic DNA via binding to the methyl-CpG domain of the MBD2 protein, which is coupled to paramagnetic Dynabeads M-280 streptavidin via a biotin linker. A portion of the fragmented DNA (input) was left untreated and used as a control. DNA was amplified and cleaned using the GenomePlex Complete Whole Genome Amplification (WGA) Kit and GenElute PCR Clean-Up Kit (Sigma-Aldrich St. Louis, MO, USA). For analysis of genomic methylation, we used the Mouse Promoter 1.0R Array (Affymetrix) against methylated (IP) and input DNA (IN). Number of subjects: CD, 3; PR, 4; FA, 4.

### Expression array

Expression analysis by DNA microarray was performed with the Agilent system (G4846A; Whole Mouse Genome Microarray Kit (4x44K) Agilent Technologies, Santa Clara, CA, USA). The probes for the microarray were prepared and labeled by Cy3 according to the manufacturer’s protocol (Agilent Technologies). Arrays were scanned with a G2505C Microarray Scanner System (Agilent Technologies). 

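The qspline function fits a smoothing spline that maps the quantiles of each array onto those of a target, here the geometric mean of the 12 arrays. The authors deposited the scanner's spot intensities, corrected for background within each array, and a table of normalized intensities of the probes on the linear scale. The function was rewritten in R from its description, with 100 sampled quantiles and 5 fits averaged per array. Applied to the mean intensity of each probe, it gave values that differed from the deposited table by a median of 0.00016 and by at most 0.025 on the log2 scale.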

Data were normalized using the *R* stats package with the qspline function of the “affy” package in the Bioconductor [22].

### Validity of the methylation and expression array data

Results of methylation array analyses have been validated in previous studies [21, 23]. In these studies, the array-based methylation quantification data showed strong concordance with results obtained from bisulfite sequencing (*r* = 0.81 to 0.88) [21, 24]. In addition, expression array data was also validated in previous studies. Expression data obtained by the one color microarray platform showed strong concordance with a TaqMan assay (*r* = 0.876) in a large scale microarray quality control project [25].

### Data availability

Expression and methylation array data were deposited in the NCBI gene expression omnibus (http://www.ncbi.nlm.nih.gov/geo/) and accession numbers of the datasets are as follows: GSE79847.

### Behavioral tests

We performed the following behavioral tests: open-field test (6-weeks-old), object-exploration test (7-weeks-old), social-interaction test (8-weeks-old), home-cage activity test (9 to 10-weeks-old), light/dark-transition test (11-weeks-old), fear-conditioning test (12-weeks-old), and tail-suspension test (13-weeks-old). Results of the behavioral tests are sensitive to prior experiences [26]. To suppress effects of prior experiences, the behavioral tests were performed in order of less stimulation as described above. We used male mice for the behavioral tests in order to eliminate the effects of the estrous cycle in females. Number of subjects: CD, 10; PR, 10; FA, 7.

#### Open-field test

Open-field test was performed as previously described [27]. Each mouse was placed in the corner of an open-field apparatus (400 mm wide × 400 mm long × 300 mm high; O’Hara & Co., Ltd., Tokyo, Japan) made of white polyvinyl chloride. The distance traveled by each animal in the open-field was recorded for 20 min with a video-imaging system (Image OF9; O’Hara & Co., Ltd.).

#### Object-exploration test

We performed an object-exploration test as previously described [27]. Briefly, each mouse was placed in the open-field apparatus without the novel object for 20 min of acclimation before testing. A transparent acrylic tube (bottom diameter, 66 mm; top diameter, 44 mm; height, 154 mm) containing marbles was placed in the center of the open-field. The total time spent exploring the object and frequency of exploration during a 10 min period was determined with a commercial video-imaging system (O’Hara & Co., Ltd.). Exploration was defined as a distance of < 1 cm between the object and the mouse.

#### Social-interaction test

A social-interaction test was performed as previously described [27]. We used a procedure similar to the object-exploration test to examine social-interaction behavior in mice. A mouse was positioned in the center of the open-field apparatus with an empty transparent acrylic tube and habituated for 20 min. Then, the empty tube was exchanged for another tube containing a novel male mouse, which was placed in the center of the open field. The total time spent exploring the novel mouse and the frequency of exploration during a 10-min period was determined by video-imaging.

#### Home-cage activity

A home-cage activity test was performed as previously described [27]. Each mouse was placed alone in a testing cage (227 × 329 × 133 mm) under a 12 h light–dark cycle (light on at 08:00 am) and had free access to both food and water. After 1 day of acclimation, spontaneous activity in the cage was measured for 5 days (starting at 08:00 am) using an infrared sensor (activity sensor, O’Hara & Co., Ltd.).

#### Light/dark transition test

A light/dark transition test was performed as described previously [27]. A commercially available light/dark chamber (O’Hara & Co., Ltd.) consisting of a light chamber (200 mm long × 200 mm wide × 250 mm high) made of white vinyl chloride plates and a dark chamber with the same dimensions made of black vinyl chloride plates was used. The apparatus had an opening (50 mm wide × 30 mm high) in the middle of the wall joining the two chambers. The opening was controlled by a guillotine door. The number of transitions between chambers, time spent in the light chamber, and the total distance traveled by the mouse were measured.

#### Fear-conditioning test

We performed a fear-conditioning test as previously described [28] with slight modification. On the training day (day 1), each mouse was placed in a shock chamber with white walls (O’Hara & Co. Ltd.) (box A) and 120 s later, 4 tone-shock pairs were given at 90 s intervals. Each tone-shock pair consisted of a tone (70 dB, 10 kHz) for 30 s and a foot shock for 2 s at 0.5 mA. The foot shock was presented to the mice during the last 2 s of the tone. On day 2, each mouse was placed back in box A for 6 min to measure contextual freezing. On day 3, each mouse was placed in a white transparent chamber (box B), and 180 s later, 180 s tones were delivered. Freezing was measured during the first 180 s in box B, representing the response to an unconditioned context, and then during the next 180 s in the presence of the conditioned tone.

#### Tail-suspension test

In order to examine depression-like behavior in the progenies, a tail-suspension test was performed as described previously [29] with slight modifications. The tail of the mouse was fixed to a metal plate using adhesive tape. Then, the mouse was suspended from the metal plate in an experimental box (400 mm × 400 mm × 300 mm; O’Hara and Co., Ltd.). The duration of immobility of the mouse was measured using a video-analysis system (O’Hara & Co., Ltd.) for 6 min.

### Statistical analyses

#### Body weights, blood biochemistry, and behavioral tests

For the behavioral tests, we analyzed the data obtained from each group using one-way or two-way ANOVA. In case of a significant difference detected by ANOVAs, post-hoc analysis (Fisher’s PLSD) was performed.

#### Methylation analysis

For the methylation analysis, microarray data were analyzed using Partek Genomics Suite software (PGS) 6.6 (Partek, Inc.). Data normalization was performed by the default method, including adjusting the probe sequence, RMA Background Correction, Quantile Normalization, and Log (base 2) transformation [23]. Data quality was assessed using PCA and the application of Partek’s quality control workflow. The baseline normalization was performed using the matched-pair normalization tool in PGS, by subtracting the average of IN signals from each IP signal. To detect the MBD binding (methylated) regions in PR or FA relative to CD, we performed a one-way ANOVA and calculated the fold change using geometric mean. Significant region detection (hypermethylation and hypomethylation) was performed using hidden Markov model (HMM) tool in PGS as previously reported [23]. Briefly, in order to capture significant differences in enrichment in PR or FA vs CD across shorter genomic regions (min. ~350 nucleotides) with robust enrichment differences as well as intermediate (min. ~500 nucleotides) and large regions (min. ~1400 nucleotides), three HMM algorithms were applied (s-HMM, m-HMM, and l-HMM). The following cutoffs were used: s-HMM (min. probes: 5, detection states: −5,5, ignore state: 0, max. probability: 0.99, genomic decay: 10000, sigma: 2), m-HMM (min. probes: 10, detection states: −3,3, ignore state: 0, max. probability: 0.99, genomic decay: 10000, sigma: 1), and l-HMM (min. probes: 40, detection states: −1.5,1.5, ignore state: 0, max. probability: 0.99, genomic decay: 10000, sigma: 1).

#### Gene expression

To determine the genes that showed differential expression among the three experimental groups, Tukey’s multiple comparison was performed, and the resultant *P* value was adjusted by Benjamini and Hochberg false discovery rate (BHFDR) to correct multiple tests using the *R* package. Statistical significance was assumed at *P* < 0.0001. The genes that were expressed differently among the groups at the twofold or 0.5-fold change and *P* < 0.0001 level after the BHFDR were regarded as differentially expressed genes. Venn diagrams list of differentially methylated and expressed genes were drawn using the *R* package with the “VennDiagram” function.

## Results

### Body weight and protein-related parameters of recipient mothers

The experimental design is briefly described in Fig. 1. The three different diets used in this study were protein-restricted (PR), folic acid-supplemented PR (FA), and the control diet (CD) (Table 1). Folic acid is a critical co-enzyme for DNA methylation and may affect epigenetic modification [30]. Oocytes and sperm were obtained from females and males, respectively, which were fed a normal diet (CE-2). In vitro fertilized eggs were transferred to three different kinds of ICR recipient mothers that consumed the PR, FA, or control diet (CD) 1 month before the embryo transfer. Fetuses/neonates were obtained by caesarian section from mothers at 20 days of gestation, and immediately transferred into the care of an ICR foster mother that had consumed the PR, FA, or CD diet. After weaning, offspring consumed the CD. Figure 2a shows average body weights of the recipient mothers of the three different dietary conditions. Similar increases in body weight were observed between the CD and the PR groups at 6–11 weeks of age before ET from B6 mice (two-way ANOVA (Additional file 1)). However, 1 and 2 weeks after the ET (12–13 weeks age), recipient mothers of the PR and FA groups exhibited significantly lower body weights than that of the CD group (two-way ANOVA (Additional file 1)) (Fig. 2a). We performed clinical-biochemical tests in ICR females at 13 weeks of age that consumed experimental diets for 7 weeks. Serum levels of protein-related components such as TP, UN, and ALB (Fig. 2b–d) were significantly lower in the PR and FA groups than in the CD group (one-way ANOVA (Additional file 1)). This may be consistent with differences in body weight. However, as for parameters related to lipid metabolism, levels of total T-CHO and HDL-C were higher in the PR and FA groups than in the CD group (one-way ANOVA (Additional file 1)) (Fig. 2e, f), whereas the TG level was lower (one-way ANOVA (Additional file 1)) (Fig. 2g). We also measured body weights of their progenies from postnatal day 0 and 4 to 12 weeks of age (Additional file 2: Figure S1 A and B). No difference was observed among the three groups with ANOVA, indicating little effect of food components on body weight gain of the progeny (one-way ANOVA (Additional file 1)). In addition, no difference was detected in the performance of embryo transfer among the three groups (Additional file 3: Table S1).

**Fig. 2:**
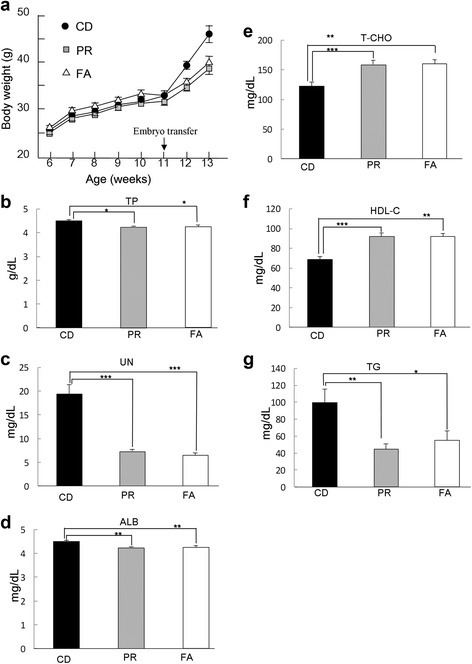
Body weight changes in recipient mothers and serum levels of clinical-biochemical parameters in ICR females. **a** Body weights of recipient mothers is shown. *Arrowhead* indicates the day of embryo transfer. Number of subjects: CD, 11; PR, 14; FA, 14. **b**–**h** Serum levels of clinical biochemical parameters in ICR females. (**b**), total protein (TP); (**c**), urea nitrogen (UN); (**d**), albumin (ALB); (**e**), total cholesterol (T-CHO); (**f**), HDL cholesterol (HDL-C); (**g**), triglyceride (TG) in ICR females that consumed CD, PR, and FA for 1 month are shown. Number of subjects, CD, 7; PR, 7; FA, 6. **a**–**g** *Data* represent the mean ± SEM. *Asterisks* indicate significant differences between groups in post hoc analyses (Fisher’s PLSD test, ***: *P* < 0.0001, **: *P* < 0.01, *: *P* < 0.05)

### Effects of maternal-protein restriction on behavioral phenotypes of progeny

Several tests were performed to examine the behaviors of progenies, and some showed significant changes due to the maternal metabolic changes described above. The open-field test examining locomotor activity in novel place, an indicator for fear/anxiety-like behavior, showed differences between the study groups. We failed to detect changes in the distance that mice traveled in the open-field arena among the three different progenies (two-way ANOVA (Additional file 1)) (Fig. 3a) but found shorter times or durations spent in the center area (30% of the whole arena) in the PR and FA groups than that in the CD group of mice at 7 weeks of age (two-way ANOVA (Additional file 1)) (Fig. 3b). This indicates increased fear/anxiety like behavior in the PR and FA groups [31]. The object-exploration test examining novelty seeking behavior also showed differences between the study groups. In this test, the duration of active contacts to a novel object was decreased in the PR group relative to that of the CD group (two-way ANOVA (Additional file 1)) (Fig. 3c). In addition, the number of contacts with the object was significantly decreased in the PR and FA groups (two-way ANOVA (Additional file 1)) (Fig. 3d). The social interaction test examining prosocial behavior of mice found that the PR and FA groups exhibited shorter durations of active contacts with a novel mouse than that of the CD group (two-way ANOVA (Additional file 1)) (Fig. 3e), as well as decreased number of contacts (two-way ANOVA (Additional file 1)) (Fig. 3f).

**Fig. 3:**
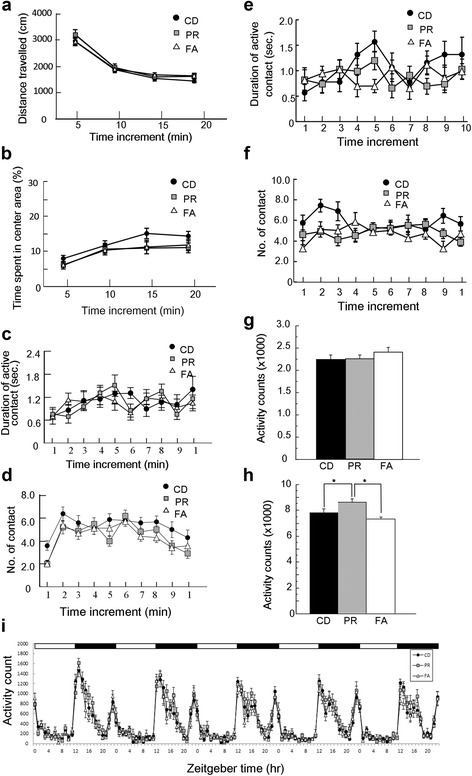
Results of behavioral tests of progenies. **a**, **b** Results of open-field test at 7 weeks of age. **a** Locomotor activity patterns during the open-field test at 7 weeks of age. **b** Time spent in the center (30% of the open-field arena) at 7 weeks of age. **c**, d Results of object-exploration test. **c** Time spent exploring a novel object. **d** Number of times mice that made contact with a novel object. **e**, **f** Results of social-interaction test. **e** Time spent exploring a novel mouse. Number of subjects: CD, 9; PR, 10; FA, 7. **f** Number of times mice made contact with a novel mouse. **g**–**i** Locomotor activity of mice in their home cages. **g** Mean locomotor activity during the light period. **h** Mean locomotor activity in the home cage during the dark period. **i** Locomotor activity in the home cage during the light/dark cycle. **a**–**i** Number of subjects: CD, 10; PR, 10; FA, 7. *Data* represent the mean ± SEM. *Asterisks* indicate significant differences between groups in post hoc analyses (Fisher’s PLSD test, *: *P* < 0.05)

We failed to detect differences in the other tests, such as fear-related behavior in a light/dark-transition test (one-way ANOVA (Additional file 1)) (Additional file 4: Figure S2A–C), contextual and cued learning and memory (one-way ANOVA (Additional file 1)) (Additional file 5: Figure S3A, B), and depressive behavior in a tail-suspension test (one-way ANOVA (Additional file 1)) (Additional file 6: Figure S4) between the three groups. Figure 3g–i shows the effect of supplemented folic acid on locomotor activity, which was measured by the home-cage activity test in a familiar setting and daily activity patterns under a light and dark cycle. The mean activity over 5 days in the home cage is expressed as the activity during the light phase (Fig. 3g), activity during the dark phase (Fig. 3h), and activity patterns during the light/dark cycle (Fig. 3i). During the light phase, no difference was observed in the locomotor activity among all groups (one-way ANOVA (Additional file 1)) (Fig. 3i). In dark phase, the PR group showed higher locomotor activity than that of the CD groups (one-way ANOVA (Additional file 1)) (Fig. 3h), and interestingly, this increase was abrogated by folic acid supplementation (one-way ANOVA (Additional file 1)) (Fig. 3h). No difference, however, was observed in the locomotor activity patterns between PR and FA groups (Fig. 3i).

Collectively, these results suggest that PR diet in recipient mothers, irrespective of FA supplementation, enhances susceptibility to fear/anxiety-like, novelty seeking, and prosocial behaviors of progenies.

### Effect of protein restriction on epigenetic alterations

One may expect to find differences in genomic methylation and gene expression among the three different groups. Thus, we performed genome-wide DNA methylation analysis of the three study groups by MBD-chip. 

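Gene expression was measured in the whole brain of 12 adult male progenies, 4 from recipient mothers on each diet, with 1 Agilent whole-genome array per mouse. The diets were fed to the mothers, and which mice shared a recipient or foster mother is not known here. The sample sizes therefore count mice and not mothers, and littermates would not be independent. Each array reports the brightness of Cy3-labeled RNA from 1 brain at every probe. By weight, the CD contained 20% casein and 0.02% folic acid, the PR diet 5% casein and 0.02% folic acid, and the FA diet 5% casein and 0.1% folic acid. The mice were 19 weeks old. An array carried 43020 spots for 39429 probes, apart from controls, and no spot was saturated. On the CD arrays, 27068 to 28458 spots were well above the local background (median 27632). That number was 31266 to 33478 in the PR group (median 31444.5) and 30408 to 31672 in the FA group (median 31111.5). The 4 arrays of each diet shared a slide and a scan, so that slide and diet cannot be told apart in any comparison of groups. The net signal of the negative control probes was 28.1 to 34.8 intensity units on the CD slide, 42.7 to 51.2 on the PR slide, and 39.3 to 47.6 on the FA slide. The number of arrays limits the precision of every value.

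The spot intensities were normalized between arrays with the function that the methods name, and their log2 was taken. Spots that the scanner software marked as outliers were left out, and repeated spots of a probe were averaged. The 3 groups were then fitted together with limma, and p-values were adjusted by the Benjamini-Hochberg method over all probes of a comparison. A probe was called when it differed at least 2-fold at an adjusted p under 0.0001, the limits of the paper, and a count at an adjusted p under 0.05 without a limit on the fold was taken beside it. The scanner software's flag decided whether a probe was well above background on an array. Where a probe was well above background on 0 arrays of 1 group and on all arrays of the other, its fold change is given as a lower bound. The mean of the other group was then set against the dimmest probe signal that was well above background on each array, or the probe's own signal where that was higher. Two-sided tests were used throughout. The Y-linked gene Ddx3y was well above background on all 12 arrays, with normalized log2 values of 11.52 to 11.63 except on the array of PR replicate 1, where it was 10.41. Of the 2 probes for Xist, 1 was well above background on 0 arrays and the other on 1. Between the 4 mice of a group, the deviations of different probes of the same gene were correlated with a median of 0.169 in the CD group, 0.349 in the PR group, and 0.454 in the FA group. This median was taken over 4019 genes, which are not independent replicates.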

The raw data was analyzed using Partek Genome Suite (PGS) software to detect the significantly differentially enrichment regions, as previously reported (see methods). A total of 292 HMM regions exhibited lower promoter methylation levels in the PR group than in the CD group (Additional file 7), whereas 264 HMM regions were higher in the PR group (Additional file 8). A total of 392 genes significantly differed between the PR and the CD group in methylation level. A total of 272 HMM regions exhibited lower promoter methylation levels in the FA group than in the CD group (Additional file 9), whereas 222 HMM regions were higher in the PR group (Additional file 10). A total of 383 genes significantly differed between the FA and the CD group in methylation level. A total of 169 HMM regions exhibited lower promoter methylation levels in the FA group than in the PR group (Additional file 11), whereas 127 HMM regions were higher in the PR group (Additional file 12). A total of 211 genes significantly differed between the FA and the CD group in methylation level. 

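Between the PR and CD groups, 10 probes were called with lower and 26 with higher expression levels in the PR group. At an adjusted p under 0.05 from limma, 11871 of the 39429 probes differed, 6518 of them lower in the PR group and 5353 higher. The values of the 4 PR mice did not overlap with those of the 4 CD mice for 13179 probes (33.4%), against 2.9% by chance. The choice that moved the number of called probes most was scaling each array to its 75th percentile, with 1948 lower and 78 higher probes. With any 1 of the 12 arrays left out, 0 to 3 lower and 0 to 4 higher probes were called.

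Among the largest fitted falls was growth hormone (Gh, NM_008117, chromosome 11 of mm9, 106162492 to 106162735). Its normalized log2 expression level was 7.94 ± 0.29 (SD, n = 4) in the CD group, and it was well above background on 0 of 4 PR arrays, which makes it at least 19.7-fold lower (limma adjusted p = 0.000539). Prolactin (Prl, chromosome 13) was 7.90 ± 0.06 (SD, n = 4) in the CD group and at least 18.7-fold lower in the PR group (limma adjusted p = 0.00554). Both hormones are made in the pituitary. Pituitary tissue in the dissected CD brains and lower expression in the PR brains cannot be told apart. The others of the 5 largest fitted falls were 2010003O02Rik, Olfr630, and Nek10. Olfr630 and Nek10 were well above background on only 2 CD and 0 PR arrays, so that no bound is given for them. 2010003O02Rik was well above background on 3 CD arrays and 1 PR array, and no fold is given for it. Among the probes with the lowest P in the paper's list, Sik2 was 5.79 ± 0.13 (SD, n = 4) in the CD group and 4.46 ± 0.15 (SD, n = 4) in the PR group, a log2 fold change of −1.33 (standard error 0.11, limma adjusted p = 7.37e-05). Gm3865 and Gm4552 changed by −1.13 and −0.99 on the log2 scale.

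The potassium channel gene Kcnc2 (NM_001025581, chromosome 10, 111902778 to 111902837) rose from 10.17 ± 0.09 (SD, n = 4) in the CD group to 11.51 ± 0.12 (SD, n = 4) in the PR group, a log2 fold change of 1.34 (standard error 0.07, limma adjusted p = 2.49e-05), and was well above background on all 12 arrays. 1600020E01Rik rose by 1.15. LOC634171 was also higher (limma adjusted p = 7.37e-05), but well above background on only 1 CD array, and no fold is given. The 5 probes with the largest fitted rises were well above background on 0 of 4 CD arrays, so that their rank is not measured. Eps8l1 (chromosome 7, 4430514 to 4430573) was at least 5.14-fold higher in the PR group (limma adjusted p = 0.000105). The bounds were 1.08-fold for Cmklr1 and 1.02-fold for Tmem150b. AF067061 and LOC100047223 were well above background on only 3 PR arrays, so that no bound is given for them. Gm6217, also listed by the paper, was at least 1.66-fold higher. For Lilra5, which was at background on the CD arrays, the floor allows no fold.

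**Figure D1:**
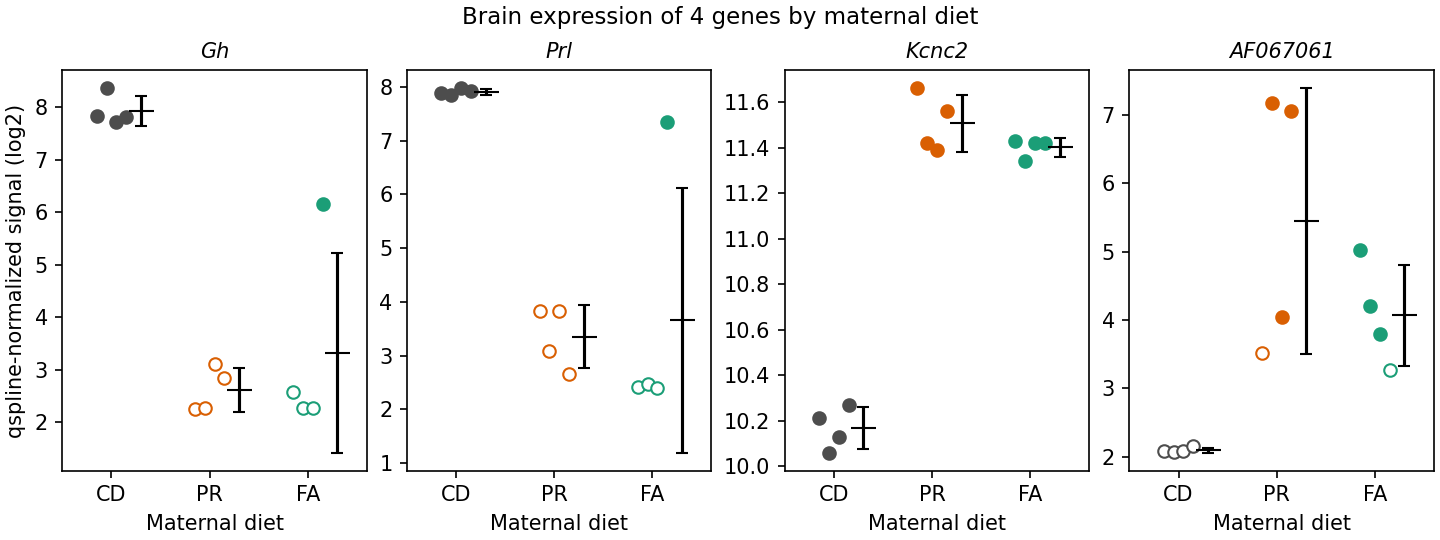
Normalized log2 expression levels of Gh, Prl, Kcnc2, and AF067061 on each array by diet, with filled points well above background, open points not, and black lines for the mean and SD of 4 mice. Gh and Prl lie near 7.9 in the CD group, where pituitary tissue may contribute, and Kcnc2 is higher on every PR and FA array than on every CD array.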

In the expression array, there were 25 genes with lower expression levels (less than 0.5 fold change and *P* < 0.0001 level after the BHFDR) and 55 with higher expression levels (greater than 2.0 fold change and *P* < 0.0001 level after the BHFDR) (Additional files 13 and 14) in the PR group relative to the CD group. There were 48 genes with lower expression levels (less than 0.5-fold change and *P* < 0.0001 level after the BHFDR) and 81 with higher expression levels (greater than 2.0-fold change and *P* < 0.0001 level after the BHFDR) (Additional files 15 and 16) in the PR group relative to the CD group. 

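Relative to the CD group, the FA group, which Additional files 15 and 16 list, had 25 called probes with lower and 53 with higher expression levels. At an adjusted p under 0.05, 13681 probes differed, 7207 lower and 6474 higher. The groups did not overlap for 14640 probes (37.1%). Leaving out an array in turn gave 0 to 9 lower and 0 to 21 higher probes.

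In the FA group, Gh was 3.32 ± 1.90 (SD, n = 4) and Prl was 3.66 ± 2.46 (SD, n = 4), and each was well above background on the array of FA replicate 4 only, with log2 values of 6.16 and 7.35. Both were lower than in the CD group (limma adjusted p = 0.00103 and 0.00653). The others of the 5 largest fitted falls were 2010003O02Rik, Olfr630, and Plagl2. These 3 were well above background on only 3, 2, and 3 CD arrays and on 0 FA arrays, so that no bound is given for them. Barx2 fell from 8.42 ± 0.08 (SD, n = 4) to 7.20 ± 0.16 (SD, n = 4), a log2 fold change of −1.22 (limma adjusted p = 3.86e-05). Efr3a and Klf2 changed by −1.03 and −1.02. Cst7 was lower as well (limma adjusted p = 0.00118), but well above background on only 1 FA array, so that no fold is given. Klf2 belongs to the immediate early genes, whose deviations from the group means had a mean correlation of 0.377 over the FA arrays, 0.460 over the PR arrays, and −0.035 over the CD arrays. Klf2 did not follow the list within the FA group. It was lowest on FA replicate 2 (10.82), where the mean of the list was highest.

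Kcnc2 was 11.40 ± 0.04 (SD, n = 4) in the FA group, a log2 fold change of 1.24 (limma adjusted p = 1.9e-05). 1600020E01Rik rose by 1.62 and 1810032O08Rik, now named Snhg16 and well above background on 2 CD arrays, by 1.27. Of the 5 largest fitted rises, Eps8l1 was at least 3.76-fold, 5930430L01Rik at least 3.07-fold, 1700007J24Rik at least 1.74-fold, and Gm6217 at least 1.51-fold higher. LOC100046276, the other, was well above background on 1 of 4 CD arrays, and no fold is given for it. For Olfr1221, at background on the CD arrays, the floor allows no fold.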

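Between the FA and PR groups, 0 probes were called with lower and 0 with higher expression levels in the FA group by limma. At an unadjusted p under 0.05, 5553 probes (14.1%) differed. After adjustment at 0.05, 253 differed, 159 lower in the FA group and 94 higher. The Tukey test named in the methods, adjusted over all probes, gave 0 called probes and 1 probe at an adjusted p under 0.05. The same test adjusted within each probe gave 0 called probes and 2481 at 0.05, and a pairwise test adjusted within each probe gave 2 lower and 1 higher called probes and 4250 at 0.05. Without FA replicate 3, limma found 34 probes at an adjusted p under 0.05.

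At least 2-fold changes at an adjusted p under 0.05 were found for 12 lower and 5 higher probes, and the values of the groups did not overlap for any of these 17. The largest fitted falls in the FA group were in Ylpm1, 2310043M15Rik, 4930519H02Rik, Gm9444, and Trpm1, with log2 fold changes of −1.56 to −1.06. Ylpm1 and 4930519H02Rik were well above background on 2 FA arrays. The largest fitted rise was in LOC100048568, by 1.39 (limma adjusted p = 0.0369). 1700022A21Rik was 7.42 ± 0.28 (SD, n = 4) in the FA group and 6.21 ± 0.21 (SD, n = 4) in the PR group, a log2 fold change of 1.21 (standard error 0.15, limma adjusted p = 0.0138). B230214N19Rik, well above background on 2 PR arrays, rose by 1.03. Gm5731 was well above background on 1 PR array, and no fold is given for it. Gm3133 was well above background on 1 FA and 0 PR arrays, and no bound is given for it.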

There were 2 genes with lower expression levels (less than 0.5-fold change and *P* < 0.0001 level after the BHFDR) and 3 with higher expression levels (greater than 2.0-fold change and *P* < 0.0001 level after the BHFDR) (Additional files 17 and 18) in the FA group relative to the PR group. In addition, differentially expressed genes in the PR and FA groups relative to the CD group did not intersect with differentially methylated genes in the PR and FA groups relative to the CD group.

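Additional files 7 to 12 list the differentially methylated regions with their genes and mean differences, and these lists were compared by gene symbol with the called probes. The lists hold 393 genes for the PR and CD groups, of which 332 are on the expression array, and 379 for the FA and CD groups, of which 340 are on it. By limma, 0 called genes were shared with the methylation list in PR relative to CD, and 0 in FA relative to CD. With at least 2-fold changes at an unadjusted p under 0.05, 11 and 8 genes were shared. With at least 2-fold changes at an adjusted p under 0.05, 6 genes were shared for PR (Cdh19, Dux, Fbxl22, Lrp5, Nup62cl, and Rax) and 6 for FA (Gm4371, Gm4975, Gm5334, Lgals12, Me3, and Olfr656). The Tukey test adjusted within each probe shared 0 genes at 0.0001, and 1 gene for PR and 2 for FA at 0.001. The pairwise test shared 0 genes for PR and 1 for FA at 0.0001. No enrichment was tested, because the genes on the promoter array are not known from the lists. The shared genes are named after their values were seen.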

## Discussion

In the present study, we examined the effect of maternal hyponutrition because of a PR diet on developmental and mental disorders of the progenies by comprehensive phenotyping of behaviors. The examination included seven different assays for fear/anxiety-like, novelty seeking, and prosocial behaviors, as well as others that may be related to AD/HD- and ASD-like behaviors. We found significant differences in the assays for fear/anxiety-like, novelty seeking, and prosocial behaviors, which suggests that environmental factors in the embryo/fetus play an important role in the susceptibility of the progenies to these behaviors. This may be parallel to epidemiological studies showing that environmental or nutritional factors affect behavioral symptoms of AD/HD [32] and ASD [33].

A previous study on diet-induced effects reported an increase in the locomotor activity and a lower birth weight of progeny without weight loss in mothers [9]. However, it was conducted under conditions of natural fecundation that did not exclude confounding variables such as the formation of the egg before insemination, milk composition during lactation, and maternal nursing behavior. To exclude those confounding or additional factors pre and postgestation, we used IVF, which allowed us to examine only the effect of diet-induced environmental changes in utero during implantation and gestation. A similar attempt was performed in a recent study examining a transgenerational effect of diet on metabolic diseases [34]. In addition, we used a PR diet supplemented with folic acid to exclude the effect of folic acid on DNA methylation-mediated epigenetic modification. In fact, Lillycrop et al. reported that FA supplementation prevents epigenetic modification of hepatic gene expression in offspring [8]. 

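Of the variance of 23720 probes that were well above background on all 12 arrays, 52.2% lay between the means of the 3 diet groups. Of all 5775 ways to split the 12 arrays into 3 groups of 4, only the diets reached this share (exact permutation test, p = 0.000173), and the next highest was 48.4% (median 16.0%). Each diet had a slide of its own, so that these splits cannot tell an effect of the diet from one of the slide. Over the other normalizations, filters, and arrays left out, the share ran from 33.3% with all probes included to 63.1% after removing differences between replicate numbers. The FA and CD groups taken alone gave 52.2%, and the FA and PR groups 27.2%, each the highest of 35 splits (exact permutation test, p = 0.0286, the smallest that 4 mice against 4 allow).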

As expected, the PR and FA diets caused differences in gene expression and genomic methylation in the brains of adult progenies. However, only a moderate proportion of the differences between PR and CD diets were abrogated by FA supplementation. In addition, the FA group showed a different methylation pattern relative to that of the PR group, whereas adult progenies of FA group exhibited behavioral alterations similar to those in the PR group. These results suggest a moderate contribution of FA to the effects of PR on behaviors. 

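The extent to which the FA diet changed the differences between the PR and CD groups was measured on the 732 probes that differed at least 2-fold between PR and CD at an adjusted p under 0.05 (175 lower, 557 higher). The regression slope through 0 of their FA relative to CD change on their PR relative to CD change was 0.80 (SD 0.049 over the 4 FA mice, 0.751 to 0.862). These probes were chosen by their change in PR, which lowers the slope even where both groups change alike. With the 8 PR and FA arrays regrouped in all 70 ways and the probes chosen anew, the slope was 0.764 to 0.904 (median 0.844), and 11 of the 70, the diets included, were as low as 0.80. The change had the same sign in 98.8% of these probes. In 96 probes (13.1%), the FA change was less than 50% of the PR change or of the other sign. Only 4 probes (0.55%) differed between FA and PR in the opposite direction at an adjusted p under 0.05 by limma. Both changes use the same CD arrays, which alone makes them alike. In 100 simulations with no effect of either diet and shared controls, the slope had a median of 0.549 (−0.460 to 1.43) and the same sign a median of 95.5%. With 2 CD arrays used for each comparison and the probes chosen anew, the slope was 0.328 to 0.554, although all CD arrays still shared a slide. Over all probes, the correlation of both changes was 0.801, against a simulated median of 0.559 (−0.165 to 0.905). From the differences that FA supplementation abrogated, together with the methylation pattern and the behaviors of the FA group, the paper proposes that FA contributes moderately to the effects of PR on behaviors.

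**Figure D2:**
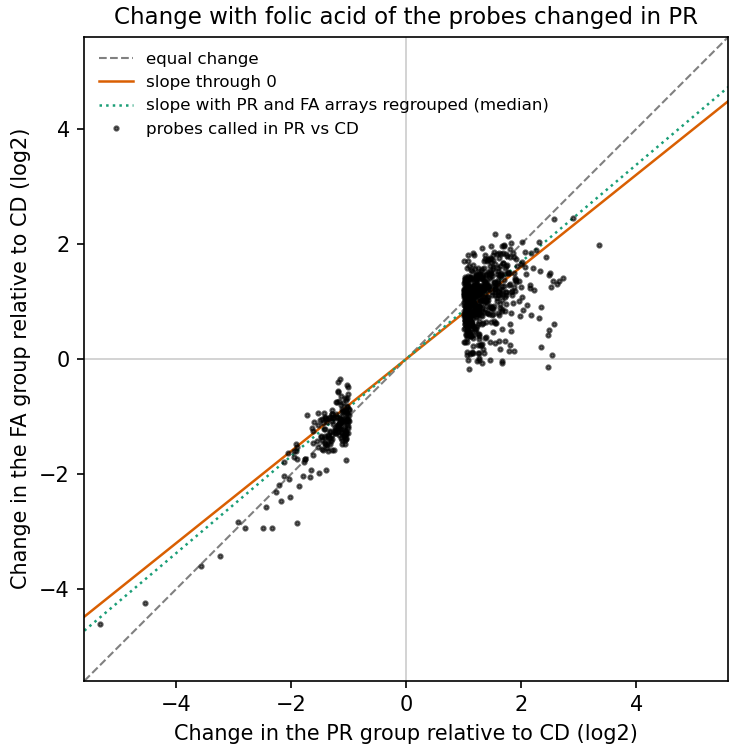
Log2 fold change in the FA group against log2 fold change in the PR group, both relative to CD, of the 732 probes. The dashed line marks equal changes, the orange line is the regression through 0 with a slope of 0.80, and the dotted green line has the median slope of 0.844 found when the PR and FA arrays are regrouped.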

Analysis of recipient mothers showed decreases in protein-related components in serum such as TP, UN, and ALB, as well as the triglyceride levels, which were consistent with a decrease in body weight of the mothers, and increases in levels of total cholesterol, HDL-C, and LDL-C. These changes may underlie environmental changes in utero during implantation and gestation, which could cause susceptibility of the offspring.

Several reports have examined AD/HD and ASD mouse models lacking certain gene functions [35–38]. AD/HD models lacking genes related to the dopaminergic system clearly exhibited a deficiency in sustained attention and elevated locomotor activity [35, 38], whereas ASD models lacking genes related with functions of GABAergic and oxytocin related neurons showed decreased social approach [39] and increased fear/anxiety-like behaviors [40]. These behavioral alterations were observed in this study, but the level of differences was moderate. In a previous report, the progenies of B6 mothers that consumed a protein-restricted diet were found to have a lower birth weight relative to the control group; however, the body weight of the mothers were not altered [9]. In the study, the B6 strain was used for mothers and DBA/2 strain was used for fathers of progenies [9], whereas in the present study we used ICR females as recipient mothers and B6 as the source of the embryo. We provided experimental diets to pre-pregnant and pregnant ICR females, and the females that consumed the PR and FA diets exhibited abnormal metabolism of protein relative to the CD group in a clinical-biochemical test. This did not result in lower body weight of these pre-pregnant females; however, pregnant females of the PR group exhibited significantly lower body weight relative to the CD group. Additionally, the progenies of the PR group did not exhibit lower birth weights. Although the amount of protein in the PR group was sufficient for development in newborn mice, it might have been insufficient for body weight gain in the pregnant females. According to the observed phenotype of mice in our previous study [41], the body mass of the ICR strain is much larger than that of the B6 strain. Thus, accumulated protein source in the ICR females may have compensated for the insufficient protein diet in the fetuses of the PR group. In addition, neonates from the ICR females that were fed experimental diets were nursed by the foster mothers that were fed the CD. IVF and ET, which are assisted reproductive technologies, are thought to induce epigenetic changes in the embryo and to alter the adult phenotype in humans [42]. Hence, these differences in experimental conditions resulted in different behavioral phenotypes exhibited by the progenies in the present and previous studies. Therefore, pre-insemination and postnatal/lactation effects of maternal hyponutrition may play a similarly important part in determining offspring behavioral phenotypes.

As in a previous study [9], the present study used only male mice for the behavioral tests in order to eliminate phenotypic variation in female mice caused by the desynchronization of the estrous cycle. The B6 mouse exhibits sex dimorphisms in several behavioral phenotypes, including motor function in the rotarod test, learning and memory in the Morris water-maze test and the fear conditioning test, and locomotor activity in the open-field test [43]. The moderate effects of maternal protein restriction on behavioral phenotypes of the progenies observed in the present study may be gender-specific phenomena.

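The mean log2 expression change was compared between genes with higher and genes with lower promoter methylation in Additional files 7 to 12, each gene counted once. In PR relative to CD, the difference of higher minus lower methylation was −0.02 over 160 and 168 genes (permutation test, p = 0.611, 0.611 after adjustment over the 3 comparisons). In FA relative to CD, it was −0.10 over 155 and 183 genes (permutation test, p = 0.00499, adjusted 0.0150). In FA relative to PR, it was 0.04 over 78 and 102 genes (permutation test, p = 0.270, adjusted 0.404). Spearman's rho between the mean methylation difference of a gene's regions and its expression change was −0.015, −0.121, and 0.014 in the same order (permutation test, adjusted p = 0.852, 0.0782, and 0.852). These tests run across genes, and genes are not independent replicates. The FA difference was −0.09 with regions within 1000 bases of a transcription start site (permutation test, p = 0.214), and −0.05 with dim probes removed (p = 0.125). In FA relative to PR, with regions within 1000 bases, it was 0.15 over 27 and 30 genes (permutation test, p = 0.0129). Spearman's rho over these 57 genes was 0.546 (permutation test, p = 2.0e-05, 6.0e-05 after adjustment over the 3 comparisons), against 0.038 in PR relative to CD and −0.027 in FA relative to CD. This rho near transcription start sites was added after the values were seen, and its adjustment does not count the other tests given here. Its sign means higher expression where methylation was higher.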

The methylation levels of promoters in these genes were not correlated with expression levels of the genes. The epigenetic alterations in the brain of the progenies induced by the maternal-protein restriction were clearly observed in the present study. A causal link between epigenetic and behavioral alterations remains to be investigated.

The results of the present study suggest that although maternal protein restriction during pregnancy is a moderate risk factor for developmental or mental disorders of the progeny, it may be substantiated by interaction with genetic factors, including specific mutations or genetic variations. In addition, pre-insemination and postnatal/lactation effects of maternal hyponutrition may significantly contribute to the phenotype.

To verify this hypothesis, it may be necessary to examine the effect of hyponutritional exposure in utero on known developmental disorder models, such as AD/HD and ASD models, or other mouse strains, and to clarify the additive consequences or interaction for behavioral phenotypes.

## Conclusions

The PR group exhibited fear/anxiety related behaviors and inattention to a novel object or a novel mouse more than those of the control diet group. 

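The pattern over the whole array was compared by the SD, over probes well above background on all arrays, of the log2 difference between 2 arrays. Between 2 mice of the same group, this SD was 0.229 to 0.286 in the CD group, 0.181 to 0.231 in the PR group, and 0.208 to 0.251 in the FA group. Between a CD and a PR array, it was 0.295 to 0.380 (median 0.341), larger than between any pair of mice of either group. The median was 0.366 between CD and FA arrays and 0.249 between PR and FA arrays. Between the means of the PR and CD groups lay 47.9% of the variance of their 8 arrays, and the next highest of the 35 splits gave 25.1% (exact permutation test, p = 0.0286). As each diet was on its own slide, these differences cannot be told apart from an effect of the slide.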

As might be expected, adult brains of the PR group exhibited differences in patterns of the expression array analysis and of genomic-methylation.

Environmental factors in the embryo/fetus play an important role in susceptibility to alteration of progenies’ behaviors. The present study is, to our knowledge, the first to evaluate the effect of maternal hyponutrition on behavioral phenotypes using reproductive technology.

## Additional files

Additional file 1: Values of the statistical analysis.
Additional file 2:
**Figure S1.** Body-weight changes in progeny. (A) Body weight of progeny immediately after delivery with caesarean section is shown. Number of subjects: CD, 9; PR, 6; FA, 5. Female neonates were used. (B) Body weight of progeny at 4 to 12 weeks of age is shown. Number of subjects: CD, 10; PR, 10; FA, 7. Male mice were used. Data represent the mean ± SEM.
Additional file 3:
**Table S1.** Performance of embryo transfer in recipient mothers. Mean litter sizes of offspring from each recipient mother are shown. Twenty-four embryos (2-cell) were transferred to each recipient mother. Results of ANOVA analysis, main effect of diet, F(2, 36) = 0.874, P > 0.42.
Additional file 4:
**Figure S2.** Light/dark transition test. (A) The number of transition between the light and dark chambers. (B) Time spent in light chamber. (C) Total distance traveled. (A-C) Number of subjects: CD, 10; PR, 10; FA, 7. Data represent the mean ± SEM.
Additional file 5:
**Figure S3.** Results of fear conditioning test. (A) Freezing responses pre- and post-training with three tone-shock pairs in box A. Pre-train indicates the freezing levels in box A (the shocking chamber) before the onset of training. Context indicates the freezing level after training. (B) Freezing responses with no tone and during tone in box B. (A, B) Number of subjects: CD, 6; PR, 10; FA, 7; Data represent the mean ± SEM.
Additional file 6:
**Figure S4.** Tail-suspension test. Percent of immobility time in five minutes is shown. Data represent the mean ± SEM. Number of subjects: CD, 6; PR, 10; FA, 7.
Additional file 7:
**Supplemental information 1.** HMM regions in which methylation levels were lower in PR group relative to CD group. Table also includes identifiers such as gene symbol, Transcript ID, Distance to TSS, percent overlap with region, precise chromosome location of the region, region length, PGS region ID, markers (number of probes), mean enrichment level across the region (fold enrichment), and HMM state (s-HMM: -5, m-HMM: -3, l-HMM: -1.5). (CSV 25 kb)
Additional file 8: HMM regions in which methylation levels were higher in PR group relative to CD group. Table also includes identifiers such as gene symbol, Transcript ID, Distance to TSS, percent overlap with region, precise chromosome location of the region, region length, PGS region ID, markers (number of probes), mean enrichment level across the region (fold enrichment), and HMM state (s-HMM: +5, m-HMM: +3, l-HMM: +1.5). (CSV 23 kb)
Additional file 9: HMM regions in which methylation levels were lower in FA group relative to CD group. Table also includes identifiers such as gene symbol, Transcript ID, Distance to TSS, percent overlap with region, precise chromosome location of the region, region length, PGS region ID, markers (number of probes), mean enrichment level across the region (fold enrichment), and HMM state (s-HMM: -5, m-HMM: -3, l-HMM: -1.5). (CSV 24 kb)
Additional file 10: HMM regions in which methylation levels were higher in FA group relative to CD group. Table also includes identifiers such as gene symbol, Transcript ID, Distance to TSS, percent overlap with region, precise chromosome location of the region, region length, PGS region ID, markers (number of probes), mean enrichment level across the region (fold enrichment), and HMM state (s-HMM: +5, m-HMM: +3, l-HMM: +1.5). (CSV 19 kb)
Additional file 11: HMM regions in which methylation levels were lower in FA group relative to PR group. Table also includes identifiers such as gene symbol, Transcript ID, Distance to TSS, percent overlap with region, precise chromosome location of the region, region length, PGS region ID, markers (number of probes), mean enrichment level across the region (fold enrichment), and HMM state (s-HMM: -5, m-HMM: -3, l-HMM: -1.5). (CSV 15 kb)
Additional file 12: HMM regions in which methylation levels were higher in FA group relative to PR group. Table also includes identifiers such as gene symbol, Transcript ID, Distance to TSS, percent overlap with region, precise chromosome location of the region, region length, PGS region ID, markers (number of probes), mean enrichment level across the region (fold enrichment), and HMM state (s-HMM: +5, m-HMM: +3, l-HMM: +1.5). (CSV 11 kb)
Additional file 13: List of genes that exhibited lower expression level in PR group relative to CD group in adult brain. Table also includes identifiers such as probe name, PrimaryAccession ID, GeneSymbol, Gene ontology (GO), Gene description, chromosome number, P value in Tukey’s multiple comparison test adjusted by FDR, and mean fold change of expression level. (CSV 11 kb)

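The fold change in the table is the mean intensity in the PR group divided by that in the CD group, and for all 25 probes it lay within 1% of the ratio of the deposited normalized intensities. Of the 25, 20 carry a gene symbol, each a different one. All 25 were lower in the PR group at an adjusted p under 0.05 by limma, and 7 of them were called at 0.0001. On all arrays of 1 group, 23 were well above background. The 20 that were so on all arrays of both groups had absolute log2 fold changes of 0.99 to 1.76.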

Additional file 14: List of genes that exhibited higher expression level in PR group relative to CD group in adult brain. Table also includes identifiers such as probe name, PrimaryAccession ID, GeneSymbol, Gene ontology (GO), Gene description, chromosome number, P value in Tukey’s multiple comparison test adjusted by FDR, and mean fold change of expression level. (CSV 18 kb)

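The table lists 55 probes, 47 of them with a gene symbol and 8 without, all higher in the PR group in the re-analysis. For the 18 that were well above background on all PR and CD arrays, the log2 fold changes were 0.99 to 1.86. Of the 55, 39 were well above background on all arrays of a group, 54 were at least 2-fold changed at an adjusted p under 0.05 by limma, and 21 were called at 0.0001. Cdh19, in this list, rose by 1.18 on the log2 scale (limma adjusted p = 0.000381).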

Additional file 15: List of the genes which exhibited lower expression levels in FA group relative to CD group. Table also includes identifiers such as probe name, PrimaryAccession ID, GeneSymbol, Gene ontology (GO), Gene description, chromosome number, P value in Tukey’s multiple comparison test adjusted by FDR, and mean fold change of expression level. (CSV 21 kb)

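All 48 probes of the table were lower in the FA group than in the CD group by limma at an adjusted p under 0.05, and the 42 that were well above background on all FA and CD arrays by 0.98 to 1.94 on the log2 scale in absolute size. The 48 carry 44 gene symbols, and 4 of them none. In 47, the signal was well above background on all arrays of a group, and 21 were called. The list for the PR group includes 16 of the 48.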

Additional file 16: List of the genes which exhibited higher expression levels in FA group relative to CD group. Table also includes identifiers such as probe name, PrimaryAccession ID, GeneSymbol, Gene ontology (GO), Gene description, chromosome number, P value in Tukey’s multiple comparison test adjusted by FDR, and mean fold change of expression level. (CSV 27 kb)

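For the 81 probes of the table, which carry 67 gene symbols, with 12 probes lacking one, the fold is the mean intensity in the FA group over that in the CD group. Each was higher in the FA group at an adjusted p under 0.05 by limma. The rise was 1.00 to 1.62 on the log2 scale for the 28 that were well above background on all FA and CD arrays. The number well above background on all arrays of a group was 59, and 39 were called. Of the 81, 26 are also listed for the PR group.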

Additional file 17: List of genes that exhibited lower expression level in FA group relative to PR group in adult brain. Table also includes identifiers such as Probe name, PrimaryAccession ID, GeneSymbol, Gene ontology (GO), Gene description, chromosome number, P value in Tukey’s multiple comparison test adjusted by FDR, and mean fold change of expression level. (CSV 1 kb)

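The fold column of this table is the mean intensity of the PR group over that of the FA group. Its 2 probes, 1700022A21Rik and Gm5731, were higher in the FA group and well above background on all arrays of a group. Neither was called at 0.0001 by limma, and the count at an adjusted p under 0.05 was 2 of 2.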

Additional file 18: List of genes that exhibited higher expression level in FA group relative to PR group in adult brain. Table also includes identifiers such as Probe name, PrimaryAccession ID, GeneSymbol, Gene ontology (GO), Gene description, chromosome number, P value in Tukey’s multiple comparison test adjusted by FDR, and mean fold change of expression level. (CSV 1 kb)

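The fold column is again that of PR over FA. The 3 probes, 4933405D12Rik, Gcm1, and LOC100045113, were lower in the FA group (limma adjusted p = 0.0138, 0.0483, and 0.0124). 4933405D12Rik and LOC100045113 fell by 1.02 and 1.01 on the log2 scale, and Gcm1 fell by slightly less than 2-fold. All 3 were well above background on all arrays of a group.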

## Abbreviations

DOHaD: Developmental origins of health and diseases
ET: Embryo transfer
IVF: In vitro fertilization
PMSG: Pregnant mare serum gonadotropin

# Supplementary material for: Protein-restricted diet during pregnancy after insemination alters behavioral phenotypes of the progeny
**Source:** Genes Nutr. 2017 Jan 19;12:1. doi: 10.1186/s12263-016-0550-2
**Supplement:** Additional file 1: — Values of the statistical analysis.

**Supplemental text 1. ANOVA result of body-weight changes in recipient mothers before embryo transfer.**

Two-way ANOVA, effect of age,  $F(2, 10) = 46.507$ ,  $P < 0.0001$ ; effect of diet,  $F(2, 5) = 8.198$ ,  $P < 0.005$ , Fisher's PLSD, CD vs. PR,  $P > 0.15$ ; CD vs. FA,  $P < 0.02$ ; PR vs. FA,  $P < 0.0001$ .

**Supplemental text 2. ANOVA result of body-weight changes in recipient mothers after embryo transfer.**

Two-way ANOVA: effect of age,  $F(2, 2) = 28.395$ ,  $P < 0.0001$ ; effect of diet,  $F(2, 72) = 28.395$ ,  $P < 0.001$ ; Fisher's PLSD, CD vs. PR,  $P < 0.0001$ ; CD vs. FA,  $P < 0.0002$ ; PR vs. FA,  $P > 0.29$ .

**Supplemental text 3. Results of one-way ANOVA in clinical-biochemical test.**

TP,  $F(2, 17) = 4.831$ ,  $P < 0.03$ ; Fisher's PLSD, CD vs. PR,  $P < 0.02$ ; CD vs. FA,  $P < 0.02$ ; PR vs. FA,  $P > 0.99$ ; UN, one way-ANOVA, UN,  $F(2, 17) = 34.439$ ,  $P < 0.0001$ , Fisher's PLSD, CD vs. PR,  $P < 0.0001$ ; CD vs. FA,  $P < 0.0001$ ; PR vs. FA,  $P > 0.6$ ; ALB,  $F(2, 17) = 8.61$ ,  $P < 0.003$ , Fisher's PLSD, CD vs. PR,  $P < 0.003$ ; CD vs. FA,  $P < 0.003$ ; PR vs. FA,  $P > 0.97$ ; T-CHO, one-way ANOVA,  $F(2, 17) = 9.18$ ,  $P < 0.003$ ; Fisher's PLSD, CD vs. PR,  $P < 0.002$ ; CD vs. FA,  $P < 0.002$ ; PR vs. FA,  $P > 0.89$ ; HDL, one-way ANOVA,  $F(2, 17) = 16.822$ ,  $P < 0.0001$ ; Fisher's PLSD, CD vs. PR,  $P < 0.0001$ ; CD vs. FA,  $P < 0.0002$ ; PR vs. FA,  $P > 0.95$ ; TG,  $F(2, 17) = 6.179$ ,  $P < 0.01$ ; Fisher's PLSD, CD vs. PR,  $P < 0.0004$ ; CD vs. FA,  $P < 0.02$ ; PR vs. FA,  $P > 0.89$ .

**Supplemental text 4. Results of one-way or two-way ANOVA in body weights of progenies at postnatal day 0 and 4 to 12 weeks of age.**

One-way ANOVA on postnatal day 0,  $F(2, 17) = 0.759$ ,  $P > 0.48$ ; two-way ANOVA at 4 to 12 weeks of age, effect of age,  $F(2, 16) = 94.391$ ,  $P < 0.0001$ , effect of diet,  $F(2, 8) = 8.341$ ,  $P > 0.25$ .

**Supplemental text 5. Results of two-way ANOVA in open-field test.**

Locomotor activity patterns, effect of time course,  $F(3, 96) = 85.272$ ,  $P < 0.0001$ , effect of diet,  $F(2, 96) = 1.433$ ,  $P > 0.24$ ; time spent in the center, effect of time course,  $F(6, 96) = 10.386$ ,  $P < 0.0001$ , effect of diet,  $F(2, 96) = 4.335$ ,  $P < 0.016$ , Fisher's PLSD, CD vs. PR,  $P < 0.008$ , CD vs. FA,  $P < 0.03$ , PR vs. FA,  $P > 0.8$ .

**Supplemental text 6. Results of two-way ANOVA in object-exploration test.**

Time spent exploring a novel object, effect of time course,  $F(9, 240) = 1.14$ ,  $P > 0.3$ ; effect of diet,  $F(2, 240) = 7.055$ ,  $P < 0.002$ ; Fisher's PLSD, CD vs. PR,  $P < 0.0004$ ; CD vs. FA,  $P < 0.0004$ ; PR vs. FA,  $P > 0.8$ .

0.014; PR vs. FA,  $P > 0.4$ .

Number of times mice that made contact with a novel object, two-way ANOVA, effect of time course,  $F(9, 240) = 3.251$ ,  $P < 0.02$ ; effect of diet,  $F(2, 240) = 5.149$ ,  $P < 0.007$ ; Fisher's PLSD, CD vs. PR,  $P < 0.006$ ; CD vs. FA,  $P < 0.009$ ; PR vs. FA,  $P > 0.9$ .

**Supplemental text 7. Results of two-way ANOVA in social interaction test.**

Time spent exploring a novel mouse, effect of time course,  $F(9, 230) = 0.873$ ,  $P > 0.56$ ; effect of diet,  $F(2, 230) = 4.213$ ,  $P < 0.017$ ; Fisher's PLSD, CD vs. PR,  $P < 0.006$ , CD vs. FA,  $P < 0.05$ ; PR vs. FA,  $P > 0.5$ ; number of subjects, effect of time course,  $F(9, 230) = 0.764$ ,  $P > 0.64$ ; effect of diet  $F(2,230) = 8.325$ ,  $P < 0.0004$ ; Fisher's PLSD, CD vs. PR,  $P < 0.002$ ; CD vs. FA,  $P < 0.0004$ ; PR vs. FA,  $P > 0.49$ .

**Supplemental text 8. Results of one-way ANOVA in light/dark-transition test.**

Number of transition between the light and dark chambers, effect of diet,  $F(2, 24) = 0.993$ ,  $P > 0.38$ ; time spent in light chamber,  $F(2, 24) = 1.643$ ,  $P > 0.21$ ; total distance traveled,  $F(2, 24) = 2.661$ ,  $P > 0.09$ .

**Supplemental text 9. Results of one-way ANOVA in fear conditioning test.**

Pre-train,  $F(2, 24) = 1.481$ ,  $P > 0.24$ ; contextual,  $F(2, 24) = 0.117$ ,  $P > 0.89$ ; with no tone in box B,  $F(2, 20) = 1.560$ ,  $P > 0.23$ ; with tone in box B,  $F(2, 20) = 1.689$ ,  $P > 0.20$ .

**Supplemental text 10. Result of one-way ANOVA in tail suspension test.**

Effect of diet,  $F(2, 24) = 0.34$ ,  $P > 0.71$ .

**Supplemental text 11. Result of one-way ANOVA in home-cage activity test.**

Activity during the light phase,  $F(2,177) = 1.204$ ,  $P > 0.3$ ; activity during the dark phase,  $F(2,177) = 3.898$ ,  $P < 0.03$ .; Fisher's PLSD, CD vs. PR,  $P < 0.02$ , CD vs. FA,  $P > 0.8$ , PR vs. FA,  $P < 0.03$ .

# Supplementary material for: Protein-restricted diet during pregnancy after insemination alters behavioral phenotypes of the progeny
**Source:** Genes Nutr. 2017 Jan 19;12:1. doi: 10.1186/s12263-016-0550-2
**Supplement:** Additional file 3: — Table S1. Performance of embryo transfer in recipient mothers. Mean litter sizes of offspring from each recipient mother are shown. Twenty-four embryos (2-cell) were transferred to each recipient mother. Results of ANOVA analysis, main effect of diet, F(2, 36) = 0.874, P > 0.42.

Table S1. Performance of embryo transfer in recipient mothers

Diet Litter size (standard deviation) Number of recipients

CD 3.8 (3.4) 11

PR 3.6 (3.1) 14

FA 2.4 (2.3) 14

Mean litter sizes of offspring from each recipient mother are shown. Twenty-four embryos (2-cell) were transferred to each recipient mother. Results of ANOVA analysis, main effect of diet, F(2, 36) = 0.874, *P* > 0.42

How the deposited data were processed for this re-analysis (not part of the article)

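Gene expression was measured in whole brains of 12 adult male progenies, 4 each from recipient mothers on the CD, the PR, and the FA diet, with 1 one-colour Agilent array per mouse. The authors hybridized, scanned, and quantified the arrays with Feature Extraction 11.0.1.1, annotated to mm9. According to the file headers, the software corrected the intensity of each spot for background and spatial trend within the array, replaced small values by a surrogate, and marked outlier spots and spots well above the local background. These spot intensities were deposited by the authors without normalization between arrays. A deposited table holds 1 value per probe on the linear scale after qspline normalization. The files of the promoter methylation arrays were not analysed here. The lists of differentially methylated regions in Additional files 7 to 12 and of differentially expressed genes in Additional files 13 to 18 were used as the paper gives them.

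Samples were grouped by their diet labels. All 12 arrays were kept, with 43020 spots for 39429 probes each after control spots were removed. The precision is limited by the number of arrays. Spots marked as outliers were left out, which left 77 values of a probe on an array missing. Intensities were normalized with a version of the qspline function written in R (100 quantiles, 5 iterations, target the geometric mean of all arrays), their log2 was taken, and repeated spots of a probe were averaged. A probe was taken as well above background on an array when at least 50% of its spots carried the flag. Gene symbols were those in the files. Current symbols were looked up by accession in a GRCm38 table for 26055 probes (66.1%), and 3358 of them differed from the symbol in the files.

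The 3 groups were fitted together with limma 3.58.1 in R 4.3.3, with moderated statistics and Benjamini-Hochberg adjustment over all probes of each comparison. Called probes were at least 2-fold changed at an adjusted p under 0.0001, the limits that the paper states, and probes at an adjusted p under 0.05 were counted as well. The share of the variance between groups was tested by exact permutation of the arrays. The FA change of probes that differed between PR and CD was measured as a regression slope through 0 and compared with 100 simulations of unchanged groups that share their controls. Expression changes of genes with higher and lower methylation were compared with 100000 permutations across genes, which can give a p of 1e-05 at the smallest. Lists of genes of the pituitary, choroid plexus, blood, and skeletal muscle, of immediate early genes, of genes of one-carbon metabolism and DNA methylation, of dopaminergic and of GABAergic and oxytocin genes, and of imprinted genes were tested with camera over probes well above background on all arrays of a group, adjusted over all lists and comparisons. The sex of the mice was checked with Xist, Ddx3y, Eif2s3y, Kdm5d, and Uty. Tables were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, and pandas 2.3.3, and the files were read in R with data.table 1.17.8.

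The groups, tests, alternatives, gene lists, and the rule for naming genes were set before the data were examined. By this rule, named genes were the 5 largest fitted falls and the 5 largest fitted rises of each comparison among at least 2-fold changed probes at an adjusted p under 0.05 whose groups did not overlap, every probe of Additional files 17 and 18, and in each of Additional files 13 to 16 the 3 probes with the smallest P and the 2 with the most extreme fold. The alternatives were scaling to the 75th percentile, quantile normalization, the deposited values, a normexp background correction with an offset of 50, keeping outlier spots, removing dim probes, all probes in place of bright ones, the replicate number as a block, a variance model with trend and robust estimation, fitting only the 2 groups compared, the fold of mean linear intensities, the Tukey test of the methods adjusted over probes, Tukey and pairwise tests adjusted within each probe, limits of 0.001 and 0.05, regions within 1000 bases of a transcription start site, fry and an estimated correlation between genes, splitting the controls between the comparisons, and leaving out each array. The adjustment within each probe and the limit of 0.001 were chosen after reading the P values in Additional files 13 to 18. Tests on the linear scale, Spearman's rho with regions within 1000 bases, and gene lists without a filter on dim probes were added later, after the values were seen. On simulated arrays with 200 changed probes of 39429, limma recovered 66.5% at an adjusted p under 0.0001 and 86.5% under 0.05 with 3 false calls, and the Tukey test recovered 53.5% when adjusted over all probes and 79.5% when adjusted within each probe, both at 0.0001.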

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

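Among the tests described here, the one of handling for the immediate early genes in the PR group, and those of a female mouse and of defective spots for PR replicate 1, were chosen only after the result was seen. In 203 groups of 4 arrays, the highest or lowest array was compared with the range of the group. In 19 groups, 1 array stood apart from the other 3, against 10.2 expected by chance, so that many of them need no explanation.

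Gh and Prl were higher on the array of FA replicate 4 than on the other FA arrays, at 6.16 against 2.26 to 2.58 and 7.35 against 2.39 to 2.47 on the log2 scale. Gh was also higher on the array of CD replicate 2 (8.36) than on the other CD arrays (7.73 to 7.83). Both hormones are made in the pituitary, and a candidate explanation is pituitary tissue in the dissected brains of some animals. Of the other pituitary hormones, Pomc, Cga, Tshb, Lhb, and Fshb, 0 were over 1 log2 unit above the highest other FA array on FA replicate 4. Pomc was −0.30 and Cga 0.40 relative to that array. Pomc has a high baseline of 9.13 to 10.4, and Tshb and Fshb lie near background, which would hide a small amount of pituitary. On every CD array, Pomc (10.31 to 10.45) was above all PR arrays (9.73 to 10.04), as pituitary tissue in CD brains would give. Cga (7.07 to 7.52 in CD) was likewise above all FA arrays (at most 6.96). Pomc overlapped between CD and FA, Cga between CD and PR, and Tshb, Lhb, and Fshb between CD and both. Pituitary tissue and lower expression of Gh and Prl in the brain under both diets therefore cannot be told apart. The pituitary list as a whole did not differ between groups by camera (adjusted p = 0.431 in PR, 0.342 in FA, and 0.843 in FA relative to PR). An effect of the diet on Gh and Prl in brain or pituitary stays open and was not tested.

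Other pituitary genes also had an array apart. Cga was 2.71 on FA replicate 2 against 6.44 or more on the other FA arrays, and Pitx1 was 3.47 there against 4.34 to 4.42. A probe of Pou1f1 was 13.92 on the same array against 14.06 to 14.09, and Lhb was 6.13 on CD replicate 1 against 6.63 to 6.72. No explanation was tested for these.

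The immediate early genes, a list that the paper does not discuss, were lower in both diet groups. The median log2 fold change of their 17 probes of 16 genes was −0.48 in PR relative to CD (16 of 17 lower, camera adjusted p = 0.00011) and −0.36 in FA relative to CD (15 of 17 lower, camera adjusted p = 0.00187). Over all probes, 10 were past an adjusted p of 0.05 in PR and 7 in FA, and adjusted over the list alone, 12 and 7. The mean over the list was lower on each of the 8 PR and FA arrays than on each of the 4 CD arrays, at −0.452 to 0.151 against 0.285 to 0.307. Both calls held under fry (adjusted p = 0.0164 in each) and neither under an estimated correlation between genes (0.966 in each). In 8 of the 35 splits of the PR and CD arrays and 10 of the 35 splits of the FA and CD arrays, the camera p was as small. Camera sets the list against the other probes. At an adjusted p under 0.05, 11871 and 13681 probes differed by diet, but at most 6 and 1 in the other splits. The splits are thus not a like comparison and cannot decide whether chance gave this result. Different handling or time to freezing of the brains would make these genes move together between the mice of a group. Their deviations from the group means had a mean correlation of 0.353, against an upper limit of 0.072 for random sets of probes, which is in line with that explanation. The correlation was 0.460 within the PR group, 0.377 within the FA group, and −0.035 within the CD group, so that it was absent in CD. Not all members moved together, since Klf2 was lowest on FA replicate 2 (10.82), where the mean of the list was highest (0.151). An effect of the diets on neuronal activity stays open as well and was not tested. Single immediate early genes also had an array apart, Junb on PR replicate 2 (7.27 against 7.93 to 8.03), Fosb on FA replicate 2 (10.09 against 9.80 to 9.82), and Egr1 on CD replicate 1 (14.64 against 14.47 to 14.48).

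On the array of PR replicate 1, the Y-linked gene Ddx3y was 10.41 against 11.53 to 11.63 on the other PR arrays, 2.17-fold lower. Eif2s3y, also Y-linked, was −1.40 relative to the lowest other PR array, 2.65-fold lower. A defect of single spots is argued against by the gap of −1.40 in this second gene, on another spot. RNA of a female mouse mixed into PR replicate 1 would bring Xist, and 0 Xist probes were well above background on this array. The Y-linked Uty was also lowest on this array by both probes, at 3.47 against 5.14 or more and 3.6 against 4.42 or more. Neither was well above background there. The X-linked Eif2s3x was low as well by 1 probe (8.57 against 9.73 to 9.96), but not by the other (10.15 against 9.98 to 10.17). Loss of the Y chromosome in part of the cells and other causes were not tested.

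Several dim or single probes had 1 array apart without a tested explanation. 2010003O02Rik was 4.28 on CD replicate 1 against 7.21 to 7.79, LOC100047223 was 3.26 on PR replicate 2 against 5.91 to 6.36, 1700007J24Rik was 8.32 on PR replicate 4 against 4.06 to 4.35, and Gm3133 was 3.16 on FA replicate 2 against 3.74 to 3.83. Gm9444 was 12.9 on CD replicate 1 against 13.49 to 13.58. In Kcnc2 (11.34 on FA replicate 2 against 11.42 to 11.43) and Barx2 (8.3 on CD replicate 3 against 8.45 to 8.47), the array apart differs by less than 0.2 log2 units. The array of PR replicate 4 had 33478 spots well above background against 31266 to 31500 on the other PR arrays. No biological explanation was tested for these values.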

How the results depend on the processing

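The tests on the linear scale, Spearman's rho with regions within 1000 bases, and the gene lists without a filter on dim probes were chosen after seeing the data. The other alternatives were planned, although the adjustment within each probe and the limit of 0.001 were prompted by the P values in Additional files 13 to 18. The numbers of called probes (at least 2-fold at an adjusted p under 0.0001) moved most. In PR relative to CD, 10 lower and 26 higher probes became 1948 and 78 after scaling to the 75th percentile, 288 and 54 after quantile normalization, 3 and 1 with normexp background correction, 3 and 4 with dim probes removed, 0 and 0 with the replicate block, 2 and 2 with eBayes trend and robust, 0 and 0 with only the 2 groups compared, and 0 and 0 by the methods' Tukey test adjusted over all probes. The 25 lower and 53 higher probes of FA relative to CD became 82 and 39, 162 and 93, 9 and 8, 25 and 37, 1 and 0, 24 and 38, 0 and 0, and 0 and 0 in the same order. The deposited values, outlier spots kept, and the fold of mean linear signals gave 10 lower and 24 to 27 higher probes in PR and 25 and 52 in FA. With only the 2 groups compared, the fit had fewer arrays. The cause of the other moves was not tested.

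With adjustment within each probe, which covers 3 p-values in place of all probes, the Tukey test called 12 and 49 probes in PR and 31 and 77 in FA, and the pairwise test 23 and 72 in PR, 41 and 112 in FA, and 2 and 1 in FA relative to PR. A limit of 0.001 gave 43 and 126 in PR and 77 and 178 in FA by limma, 14 and 43 in PR and 31 and 83 in FA by the methods' Tukey test, 41 and 121 in PR, 68 and 157 in FA, and 6 and 3 in FA relative to PR by the Tukey test adjusted within each probe, and 53 and 145, 93 and 206, and 11 and 5 by the pairwise test. With 2-fold at 0.05, limma gave 175 and 557, 309 and 607, and 12 and 5. On the linear scale of the deposited values, the Tukey test adjusted within each probe gave 13 and 15 in PR, 27 and 41 in FA, and 0 and 0 in FA relative to PR, and at 0.001 it gave 33 and 58, 57 and 98, and 3 and 2. Adjusted over all probes on that scale, it gave 0 and 0 in PR and in FA, and at 0.001 it gave 11 and 10 in PR and 27 and 41 in FA.

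The count at an adjusted p under 0.05 was 8375 to 14575 in PR and 10141 to 15636 in FA under these planned settings, within 1.5 times the 11871 and 13681 probes reported. Called probes fell to 0 lower and 0 higher in PR relative to CD in at least 1 fit with an array left out, and over all 12 such fits their number was 0 to 3 lower and 0 to 4 higher. For FA relative to CD, these fits gave 0 to 9 lower and 0 to 21 higher probes. The count of 253 at 0.05 in FA relative to PR became 143 after 75th percentile scaling, 553 with dim probes removed, 11 with the replicate block, 442 with eBayes trend and robust, 103 with only the 2 groups compared, 1 by the methods' Tukey test, 2481 and 4250 by the Tukey and pairwise tests adjusted within each probe, and on the linear scale 2490 within each probe and 37 over all probes. It was 34 without FA replicate 3 and at most 292, without CD replicate 4. The replicate number is also the position on the slide. Deviations of arrays with the same number in different groups were correlated by −0.064 to 0.208, 3 of 12 of them above 0.1 against 4 of 36 for different numbers. A block for the slide could not be fitted, because each diet has its own.

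The share of lower probes among those at an adjusted p under 0.05 was 54.9% in PR and 52.7% in FA, but 43.9% and 43.6% with normexp and 43.9% and 44.1% with dim probes removed. Between FA and PR it was 62.8%, and 83.2% after 75th percentile scaling. Higher probes were instead the majority by the Tukey (45.3% lower) and pairwise (43.9% lower) tests adjusted within each probe. The same held on the linear scale, with 39.3% lower within each probe and 43.2% over all probes.

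The slope of the FA change on the PR change, 0.80, was 0.851 with normexp background, 0.956 over the probes called at 0.0001, and 0.711 to 0.872 with each array left out. With PR compared against CD replicates 1 and 2 and FA against the other CD arrays it was 0.328. With PR against CD replicates 1 and 3 it was 0.403, with 1 and 4 it was 0.554, with 2 and 3 it was 0.352, with 2 and 4 it was 0.493, and with 3 and 4 it was 0.460. These slopes no longer share control arrays between the comparisons, but all CD arrays still share a slide. The probes were also chosen anew against fewer CD arrays, so that the lower slopes do not measure the sharing of controls alone.

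The genes shared with the methylation lists, 0 in PR and 0 in FA, numbered 11 in PR after 75th percentile scaling and 1 after quantile normalization. At 0.001 they were 1 in PR and 2 in FA by limma, 1 and 2 by the Tukey test within each probe, and 2 and 2 by the pairwise test, which shared 1 gene in FA at 0.0001. With 2-fold at an adjusted p under 0.05 they were 6 and 6, and on the linear scale at 0.001 they were 2 in PR. The expression difference of higher minus lower methylated genes in FA relative to CD, −0.10, was past 0.05 in every leave-one-out fit (−0.117 to −0.094). It was −0.030 with normexp background (permutation test, p = 0.112), −0.054 with dim probes removed (p = 0.125), and −0.090 with regions within 1000 bases of a transcription start site (p = 0.214). In FA relative to PR, it was 0.146 within 1000 bases (permutation test, p = 0.0129). Spearman's rho within 1000 bases was 0.546 there (permutation test, p = 2.0e-05), 0.421 to 0.626 with each array left out, 0.487 with dim probes removed, and 0.468 with normexp. It was −0.027 in FA relative to CD (permutation test, p = 0.800) and 0.038 in PR relative to CD (p = 0.709).

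For the immediate early genes, the camera adjusted p was 0.966 in PR and 0.966 in FA with the estimated inter-gene correlation, and 9e-06 to 0.0019 in PR and 0.000107 to 0.0106 in FA with each array left out. Between FA and PR, 3 lists that were not past 0.05 came past it without some arrays. The choroid plexus genes ran from 0.00488 to 0.587 and were past 0.05 without PR replicate 2 (0.0142), PR replicate 4 (0.0465), FA replicate 1 (0.00623), or FA replicate 3 (0.00488). The imprinted genes ran from 0.0188, without FA replicate 1, to 0.587. Skeletal muscle genes ran from 0.0310, without FA replicate 3, to 0.710, with 0.0391 without FA replicate 2.

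For the named genes over all alternatives, 2692 values stayed on their side of an adjusted p of 0.05, 223 kept the direction but were no longer past it, 31 came past it, and 1 reversed. Changes of sign between values that were not past 0.05 are counted with those that stayed. The reversed value was that of Gnrhr in FA relative to CD, with a log2 fold change of 0.14 (limma adjusted p = 0.606), and −0.81 after 75th percentile scaling (limma adjusted p = 0.0276, the lowest over the alternatives, of which the highest is 0.983). The cause was not tested, and Gnrhr was not well above background in either group. The values of probes at background in 1 group are fitted differences here, not measured folds.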

Differences from the paper's values

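Of the tests and settings named here, those on the linear scale of the deposited values and the count of each listed line as a region were chosen only after the values were seen, as was Spearman's rho with regions near transcription start sites. The adjustment within each probe and the limit of 0.001 were set before the expression values were seen, but after reading the P values of Additional files 13 to 18, the lists whose counts are compared here.

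In PR relative to CD, the paper's number of genes with lower expression levels is 25, and 10 probes were called here. Among the alternatives set before the data were examined, the pairwise test adjusted within each probe (23) comes within 1.5 times the paper's number, and the others do not. The paper's number of genes with higher expression levels is 55, against 26 here. Scaling to the 75th percentile (78), quantile normalization (54), the Tukey test adjusted within each probe (49), the pairwise test (72), and the methods' Tukey test at 0.001 (43) come within 1.5 times of it, and the other alternatives do not.

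For FA relative to CD, the paper gives 48 lower and 81 higher genes, against 25 and 53 probes here. For the lower ones, the pairwise test adjusted within each probe (41) and the Tukey test adjusted within each probe at 0.001 (68) come within 1.5 times. For the higher ones, quantile normalization (93), the Tukey (77) and pairwise (112) tests adjusted within each probe, and the methods' Tukey test at 0.001 (83) do. The remaining alternatives give values farther away. The text of the paper states these numbers for the PR group, whereas the additional files that it cites describe the FA group, and the latter was compared.

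For FA relative to PR, the paper gives 2 lower and 3 higher genes, but its tables hold folds of PR over FA, so that in FA relative to PR the paper's numbers are 3 lower and 2 higher, against 0 and 0 probes here (limma, with 5553 probes at an unadjusted p under 0.05). The pairwise test adjusted within each probe (2) for the lower ones and the Tukey test adjusted within each probe at 0.001 (3) for the higher ones come within 1.5 times, and the others set earlier do not. With 2-fold at an adjusted p under 0.05, limma calls 2 of the paper's 2 lower and 2 of its 3 higher genes, but in the other direction. The 2 genes that the paper describes as lower in the FA group, 1700022A21Rik and Gm5731, were higher in it here, and the 3 that it describes as higher, 4933405D12Rik, Gcm1, and LOC100045113, were lower. On the ratio of PR over FA, all 5 folds lie within 1% of those from the deposited intensities.

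A setting chosen after seeing the values, the Tukey test on the linear scale of the deposited values adjusted within each probe at a limit of 0.001, gives 33 lower and 58 higher probes in PR, 57 and 98 in FA, and 3 and 2 in FA relative to PR. Its calls include all 25, 55, 48, 81, 2, and 3 probes that the paper lists. The paper states a limit of 0.0001 for P. In its lists, 17, 41, 26, 44, 2, and 3 P values are above that limit, the highest being 0.000991. Of the listed probes, 7, 21, 21, 39, 0, and 0 were called here at 0.0001, and 24, 54, 47, 81, 2, and 2 were at least 2-fold changed at an adjusted p under 0.05.

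The paper's numbers of differentially methylated regions are 292 and 264 in PR relative to CD, 272 for lower methylation in FA relative to CD, and 169 and 127 in FA relative to PR. Counted as distinct regions by position in its lists, there were 178 and 167, 177, and 93 and 75. Each line of the lists counted as 1 region gives the paper's numbers, a count that was chosen after seeing the values. None of the alternatives set earlier bears on these lists.

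The paper states that differentially expressed and differentially methylated genes do not intersect. By symbol, 1 gene, Cdh19, is in the paper's list of genes with higher expression in PR and in its list of regions with lower methylation in PR. Here its log2 fold change was 1.18 (limma adjusted p = 0.000381), and it was called at a limit of 0.001 by limma, but not at 0.0001. The paper also states that promoter methylation did not go along with expression. In FA relative to CD, genes with higher methylation had a mean log2 fold change that was −0.10 relative to genes with lower methylation (permutation test, p = 0.00499, adjusted 0.0150), and in the other comparisons it was −0.02 (p = 0.611) and 0.04 (p = 0.270). With regions within 1000 bases of a transcription start site, Spearman's rho in FA relative to PR was 0.546 over 57 genes, with higher expression where methylation was higher (permutation test, p = 2.0e-05).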

Other observations

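Of the tests given here, the splits of the arrays for called probes at 0.0001, the brightness of the 2-fold changed probes, the dimmest probes under another background correction, and both tests on the likeness of the CD arrays were chosen only after the result was seen.

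At an adjusted p under 0.05, 11871 probes differed between PR and CD and 13681 between FA and CD, against 253 between FA and PR. For each of the 3 comparisons, all 35 splits of the 8 arrays into groups of 4 were fitted, and 1 of 35, the diets, gave as many probes (the highest of the others gave 6, 1, and 5). A grouping by chance is thus excluded for these counts. For the called probes at 0.0001, 1 of 35 splits in PR and 1 of 35 in FA gave as many, the others 0. In FA relative to PR, 0 probes were called by limma (5553 differed at an unadjusted p under 0.05). All 35 of 35 splits necessarily give at least that many, so that the splits say nothing about this count.

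A candidate explanation for the larger counts against CD is that each diet group was hybridised on a slide of its own. The negative control probes hold no mouse sequence, so that the diets should not move them. Their net signal was at most 34.8 on the CD slide and at least 39.3 on the others, while the PR slide (42.7 to 51.2) overlapped with the FA slide (39.3 to 47.6). The CD slide thus differs from the others in a measure that owes nothing to the diet. The spike-in transcripts set the CD slide apart less clearly, although the mean of each was highest on the CD slide and lowest on the PR slide. The 8 of them had a median log2 difference of −0.62 in PR and −0.34 in FA relative to CD, and 0.28 in FA relative to PR. In 1 of 8, all CD arrays were apart from all others, and in 1 of 8, the same one, the PR arrays were apart from the FA arrays. Slide and diet cannot be told apart, because each diet has its own slide, and an effect of either stays open. Dim probes near background were tested as another explanation. Of the probes well above background on all 12 arrays, 30.8% differed in PR and 37.3% in FA, against 29.0% and 30.7% of the other probes. Between FA and PR, 0.8% of the probes well above background on all 12 arrays differed. Dim probes are therefore not the whole cause of the excess. They still hold many of the changes. With the probes in deciles by brightness, decile 2 had the highest share of all, 42.7% in PR and 42.0% in FA, and the dimmest had 35.2% and 32.7%. These 2 deciles held 2710 of the 6518 lower probes in PR and 2597 of the 7207 in FA. With normexp background correction, whose offset compresses dim values, they held 193 and 388 lower probes. Background may thus account for many of the lower dim probes. Among the probes at least 2-fold changed against CD at an adjusted p under 0.05, however, only 44.7% in PR and 48.3% in FA were well above background on all arrays of a group, against 69.7% of all probes, so that dim probes near background may make up a part of the large fold changes.

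The next 2 tests cover the probes at least 2-fold changed against CD at an adjusted p under 0.05, not the fewer called at 0.0001. If they reflected probe-specific signal rather than gene expression, other probes of the same gene would not move with them. Of 84 such probes in PR with another probe for the gene, 64.3% had that probe changed in the same direction, against a median of 51.2% and an upper 95% limit of 61.9% for probes of other genes of like brightness. In FA it was 66.0% of 147 probes, with an upper limit of 59.9%. This argues against probe-specific signal for this set as a whole. The other probes moved by a median of 0.12 in the direction of the changed probe, whose own median change was 1.24, so that probe-specific signal in part of them stays open. A strain or donor variant against the reference would gather the changed genes in a few regions. Among 718 changed genes in PR, 274 pairs of neighbours lay within 1 Mb of each other, against 254 (231 to 277) in 1000 random draws, an excess of 2.79% of these genes, and among 895 in FA 384 pairs against 366.5 (343 to 391), an excess of 1.96%. A variant cannot account for this set as a whole, and the small excess stays open.

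The slope of the FA change on the PR change of 0.80 was compared with all 70 ways to name the 8 PR and FA arrays, and 11 of 70 gave a slope as low (0.764 to 0.904, median 0.844). None of the 70 reached 1, since the probes were chosen by their change in PR. The slope of 0.80 therefore does not show a smaller change in FA than in PR.

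In the paper's tables, 16 of the 42 probes listed for both diets carry equal P values. A candidate explanation is Benjamini-Hochberg adjustment over the 3 contrasts within each probe in place of over all probes. The Tukey test adjusted in this way on the linear scale of the deposited values gave P within 1% of the listed one for 212 of the 214 listed values, and equal P for the same 16 probes. Adjustment over all probes gave 0 of 214 within 1%, and the log2 scale 1 or 2. The linear scale was chosen after the log scale had been compared with the listed values.

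The CD arrays were more alike than the others in many of the transcripts that vary between the mice of the PR and FA groups. Of the 100 probes with the largest spread in the other groups, the left-out group had the smallest spread for 90% when it was CD, 76% when it was PR, and 79% when it was FA. The SD between mice was 0.04 in CD against 1.69 in PR and 1.45 in FA for S100a9, and 0.26 against 1.35 and 1.41 for Mpo. Other genes of this kind varied in CD too, with an SD of 1.17 for Hmbox1 and 1.51 for LOC790956, each with 1 CD array far above the others (replicate 4 at 8.00 and replicate 2 at 17.64). These genes were picked for their spread after it was seen. Over the 23720 probes well above background on all arrays, the CD arrays were the least alike, with a median SD between mice of 0.100 in CD, 0.0856 in PR, and 0.0843 in FA. A hypothesis is that several CD arrays may carry 1 RNA sample. Different probes of the same gene would then not deviate together between CD arrays. Their median correlation over 4019 genes was 0.169 in CD, 0.349 in PR, and 0.454 in FA, and −0.005 for probes of different genes in CD. The CD value was above 0 but below the other groups. Shared RNA would lower it, but so would a smaller spread between CD mice or more noise on the CD arrays. The larger SD over these probes goes against shared RNA unless the CD arrays are noisier, and no repeated array measures their noise. Hmbox1 and LOC790956 each differ on 1 CD array, which is too little to decide against 1 RNA on all 4 arrays. These explanations cannot be told apart. The normalization is argued against, since scaling to the 75th percentile left the CD value at 0.199, below that of the other groups (0.335 and 0.457). If CD arrays shared RNA, the number of independent CD mice would be under 4. The labels give 4 mice, which were used throughout.

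The other gene lists were not past an adjusted p of 0.05 in any of the 3 comparisons by camera, in the order PR relative to CD, FA relative to CD, and FA relative to PR. The adjusted p was 0.928, 0.447, and 0.108 for choroid plexus genes, 0.663, 0.663, and 0.898 for blood genes, and 0.816, 0.663, and 0.218 for skeletal muscle genes. It was 0.898, 0.663, and 0.663 for genes of one-carbon metabolism and DNA methylation, 0.663, 0.663, and 0.928 for dopaminergic genes, 0.843, 0.663, and 0.342 for GABAergic and oxytocin genes, and 0.898, 0.663, and 0.186 for imprinted genes. Immediate early genes gave 0.912 in FA relative to PR. Of the Y-linked genes, Kdm5d was well above background on 0 of 12 arrays and a probe of Uty on 10.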
